# Complex Effects of Cytochrome P450 Monooxygenase on Purple Membrane and Bacterioruberin Production in an Extremely Halophilic Archaeon: Genetic, Phenotypic, and Transcriptomic Analyses

**DOI:** 10.3389/fmicb.2018.02563

**Published:** 2018-10-26

**Authors:** Walter J. Müller, Martha S. Smit, Esta van Heerden, Melinda D. Capes, Shiladitya DasSarma

**Keywords:** purple membrane (PM), bacterioruberin, cytochrome P450, halophilic archaea, bacterioopsin

## Abstract

Halophilic archaea are known to produce a diverse array of pigments for phototrophy and photoprotection. The aim of this paper was to determine the role of a *Halobacterium* gene encoding the predicted cytochrome P450 monooxygenase (CYP174A1) in pigment synthesis through a combined genetic, phenotypic, and transcriptomic approach. We report on the observed phenotype changes [increased bacterioruberin levels and the loss of purple membrane (PM)] between the *Halobacterium salinarum* R1 and its *CYP174A1*-deletion mutant. In addition, we report on the whole-genome DNA microarray analysis, which supports the phenotype of PM loss. This work expands our understanding of the *bop*-gene regulon, and its relation to carotenoid biosynthesis, and sheds light on our broader understanding of the role (s) of CYP174A1 in archaeal pigment synthesis. To date, this is the first study in which the physiological role of any cytochrome P450 monooxygenase (CYP450) in extremely halophilic archaea has been reported.

## Introduction

Members of the *Halobacteriaceae* and *Haloferacaceae* families are extremely halophilic archaea that flourish not only in environments saturated with NaCl but also manage to circumvent harsh environmental factors and survive despite constant exposure to UV- and ionizing radiation and fluctuating levels of desiccation (DasSarma et al., 2006, 2012; Gupta et al., 2015; Rodrigo-Baños et al., 2015). These coping mechanisms, coupled with the fact that these organisms can mostly be cultured with great ease in the laboratory, have sparked much interest due to their potential biotechnological uses (Rodrigo-Baños et al., 2015). The *Halobacterium* and *Haloferax* (Cline et al., 1989; Patenge et al., 2000; Bitan-Banin et al., 2003; Hartman et al., 2010) genera are probably the best studied and most genetically tractable of the *Halobacteriaceae* and *Haloferacaceae* families, respectively – most notable of these is *Halobacterium salinarum* (Sumper and Herrmann, 1976;Oesterhelt and Krippahl, 1983; Ng et al., 2000; Peck et al., 2000, 2001; Berquist et al., 2006). An outstanding feature of *H*. *salinarum* and many other members of the *Halobacteriaceae* family is their red pigmentation that can be attributed to bacterioruberin which is the main carotenoid component in these organisms (Rodrigo-Baños et al., 2015). This red pigment protects *H*. *salinarum* against photo damage due to high light intensities and also aids in photoreactivation and cell membrane reinforcement (Dundas and Larsen, 1963; Shahmohammadi et al., 1998). *H*. *salinarum* also uses light to its advantage by utilizing bacteriorhodopsin (BR) as a light-driven proton pump to generate cellular energy. BR is a simple protein-cofactor complex comprising bacterioopsin (BO) protein and a covalently bound all-*trans*-retinal co-factor. Under microaerobic conditions, BR formation is induced (Krebs et al., 1991) and accumulates to high levels to form a two-dimensional crystal known as the purple membrane (PM) (Peck et al., 2001; Dummer et al., 2011).

Cytochrome P450 monooxygenases (CYP450s) are of special interest due to their versatile biocatalytic repertoire: they can perform an array of reactions including hydroxylation, epoxidation, dealkylation and dehalogenation. (McLean et al., 2005; Bernhardt, 2006). Archaeal CYP450s have received less scrutiny than Bacterial and Eukaryal enzymes and the only two well studied archaeal CYP450s to date are from the hyperthermo-acidophiles *Sulfolobus acidocaldarius* and *Sulfolobus tokodaii* (Koo et al., 2000; Yano et al., 2000; Oku et al., 2004) and the thermo-acidophile *Picrophilus torridus* (Futterer et al., 2004; Ho et al., 2008). Due to the genetic tractability and ease of culturing, we investigated the role of CYP450s in extremely halophilic archaea using the model archaeaon *H. salinarum*. A simple DELTA-BLAST, using the CYP174A1 amino acid sequence from *H. salinarum* R1 as query against the non-redundant database, produced positive hits of more than 460 putative CYP450s spanning 34 genera in total from both the *Halobacteriaceae* and *Haloferacaceae* families. Surprisingly there is no literature available on this specific CYP450 in *H. salinarum* or any other CYP450s from extremely halophilic archaea for that matter.

Currently the physiological function of *CYP174A1* in *H. salinarum* and CYP450s in other extremely halophilic archaea is unknown. Our results provide a possible first clue: the *CYP174A1* from *H*. *salinarum* appears to play a role in pigment metabolism. The role of CYP450s in pigment metabolism is not a novel one and has been well documented in the cheese ripening bacterium *Brevibacterium lines* (Dufossé and de Echanove, 2005), the green algae *Haematococcus pluvialis* (Schoefs et al., 2001), the thermophilic, yellow-pigmented bacterium *Thermus thermophilus* HB27 and the heterobasidiomycetous yeast *Xanthophyllomyces dendrorhous*. In the two aforementioned organisms, their CYP450 encodes for a β-carotene hydroxylase (Blasco et al., 2004; Mandai et al., 2009) and astaxanthin synthase (Ojima et al., 2006; Barredo et al., 2017) respectively.

In this paper we present the very first data that could provide a clue in elucidating the role of CYP450 in the *Halobacterium* genus and specifically *H. salinarum*. The sole and putative CYP450 gene from *H. salinarum* named *CYP174A1*, was deleted from the chromosome of *H*. *salinarum* and the effect of this deletion was evaluated with *inter alia* DNA-microarray analyses.

## Experimental Procedures

### Culturing Conditions

Propagation of pGEM-T^®^ Easy in TOP10 *Escherichia coli* (Invitrogen) was performed in Luria-Bertani (LB) broth (Sambrook et al., 1989) at 37°C with agitation at 160 rpm. Selective pressure was maintained by supplementing the LB broth with ampicillin (final concentration100 μg/mL). Solid media cultivations were performed by supplementing the growth media with 15 g/L bacteriological agar and selective pressure was maintained with 60 μg/mL ampicillin (final concentration).

*Halobacterium* *salinarum* R1 (Stoeckenius and Kunau, 1968; Strahl and Greie, 2008; DasSarma et al., 2018) was cultured in complete medium described by Oesterhelt and Krippahl (1983) that contained (per 1 L): 20 g MgSO_4_ 7H_2_O, 3 g tri-sodium citrate, 250 g NaCl, 2 g KCl and 10 g peptone. Strains were cultured at 40°C at a shaking speed of 200 rpm. Solid media cultivations were performed by supplementing the broth with 15 g/L bacteriological agar and selective pressure was maintained with a final concentration of 10 μg/mL mevinolin (lovastatin) dissolved in dimethyl sulfoxide (DMSO) (final DMSO concentration in medium was 0.1% v/v). For blue/red selection experiments, plates were spread with 40 μL of 20 mg/mL X-gal (5-bromo-4-chloro-3-indolyl-beta-D-galacto-pyranoside; 40 mg/mL dissolved in dimethyl formamide and diluted with water).

### Deletion Construction

*Halobacterium* *salinarum* R1 (Table 1) was cultured in liquid medium until late stationary phase (OD_600_ = 1.2) and genomic DNA extraction was performed as described by Labuschagne and Albertyn (2007). Sequence specific oligonucleotide primer sets (US_Hind_F and Prom_R) and (Term_F and DS_Bam_R) (Supplementary Table S1) and Expand Long Template Polymerase (Roche Molecular Biochemicals) were used to amplify *ca*. 1kb directly upstream (US) and directly downstream (DS) of the open reading frame of the *CYP174A1* gene. Sub-cloning of the individual US and DS regions and ultimately the US/DS fusion (deletion cassette) were performed in pGEM-T^®^ Easy (Promega). All sub-cloned plasmids were extracted as described by Sambrook et al. (1989) The final US/DS deletion cassette was liberated from pGEM-T^®^ Easy with *Hin*dIII and *Bam*HI endonucleases and directionally cloned into the suicide vector pMKK100 (Koch and Oesterhelt, 2005). The resulting pMKK100 construct was transformed into competent *H*. *salinarum* cells to perform blue/red clone selection (Supplementary Figure S1).

**Table 1:** Strains and plasmids used in this study.

Strain or plasmid	Characteristics	Source (reference)
TOP 10 *Escherichia coli*	Plasmid propagation	Invitrogen
*Halobacterium salinarum* R1	Laboratory strain Gas vesicle deficient	Stoeckenius and Kunau, 1968; Strahl and Greie, 2008
pGEM-T^®^ Easy	Blue/White selection, TA-cloning, Amp^*R*^	Promega
pMKK100	Blue/Red selection, shuttle and suicide vector, bgaH, Amp^*R*^, Mev^*R*^	Koch and Oesterhelt, 2005; del Rosario et al., 2007

Competent *H*. *salinarum* R1 cells were prepared as described by Cline and Doolittle (1987) with some minor modifications as described by Koch and Oesterhelt (2005). After transformation cultures were streaked on plates containing mevinolin and X-gal and incubated at 40°C for 5–7 days or until colonies appeared. Successfully transformed cells *i.e.*, cells harboring the integrated pMKK100 plasmid containing the *bgaH* gene (halophilic β-galactosidase) formed bright blue colonies on X-gal containing plates (Patenge et al., 2000).

When the single colonies became large enough, four blue colonies were picked and transferred to four test tubes containing 5 mL complete medium devoid of mevinolin. Cultures were incubated at 40°C at 100 rpm and after the cultures reached an OD_600_ = 0.3–0.4, they were diluted 200-fold in 35 mL complete medium in 100 mL Erlenmeyer flasks without any mevinolin. Cells were cultured 3 consecutive times to a cell density of OD_600_ = 0.3–0.4 and then finally cultured to a density of OD_600_ = 0.5–0.8 at a shaking speed of 100 rpm. After the final round of culturing, the cell suspensions were diluted 10^−5^ and 10^−6^ fold with complete medium to a final volume of 100 μL. The entire 100 μL was plated out onto complete medium containing X-gal and no mevinolin. Plates were then incubated at 40°C for 5–7 days or until colonies became visible. Plates typically yielded 40–50 colonies and at least 10 red colonies from each plate were picked for the deletion screening experiment and all blue colonies were excluded.

### Δ*CYP174A1* Screening

Red colonies were inoculated in 5 mL complete medium without selective pressure at 40°C until OD_600_ = 0.4. Genomic DNA was extracted as described above. To assess if (i) successful *CYP174A1* deletion and (ii) deletion occurred at the correct locus, two separate PCR reactions were performed. Oligonucleotides (421-F and 424-R) based on gene sequences adjacent to *CYP174A1* were used for the first round of PCR using *Taq* DNA Polymerase (New England Biolabs). Clones that displayed the correct deletion genotype were then subjected to a second round of PCR using locus specific oligonucleotide primers (Int-F and DS-Bam-R) (Supplementary Table S1) and Expand Long Template polymerase (Roche Molecular Biochemicals). Clones that displayed the correct amplicon size were then finally designated as Δ*CYP174A1.*

### Pigment Extraction

*Halobacterium* *salinarum* R1 and Δ*CYP174A1* strains were cultured in 35 ml complete medium as described previously. Five milliliter samples were taken during late stationary phase at 86 h (OD_600_ = 1.4) and 96 h (OD_600_ = 1.5) and centrifuged at 17 000 × *g* for 10 min at ambient temperature. Supernatants were removed and the wet weights of the pellets were normalized. Pellets were extracted with ice cold acetone for 1 h at 4°C with agitation. After each extraction, the pellet was collected by centrifugation at 20 000 × *g* and the red supernatant was collected. The extraction was repeated until the pellets appeared white. One milliliter of the supernatant was dried under N_2_-gas and resuspended in 0.3 mL fresh acetone. The concentrated extracted pigments were subjected to a wavelength scan (200–750 nm, 2 nm intervals) in 96-well UV microtitre plates using a SpectraMax M2 (Molecular Devices).

### DNA Microarrays

Strains of *H*. *salinarum* R1 and Δ*CYP174A1* strains were cultured with agitation at 100 rpm in complete medium in triplicate, at 40°C. Samples for total RNA extraction were taken at the logarithmic- and stationary phases of growth which corresponds to OD_600_ of *ca*. 0.3–1.3, respectively (see Supplementary Figure S3). Total RNA extraction, cDNA synthesis, *Cy*3-dCTP (used for parental strain) and *Cy*5-dCTP labeling (used for deletion strain) of the cDNA and computational analyses of results was performed as previously described (Coker et al., 2007; DasSarma et al., 2012). Agilent microarray data were analyzed using GeneSpring software, version 11.5.1 and Agilent Feature Extraction Software, version 10.5.1.1, was used for background subtraction and LOWESS normalization. The extracted RNA from the three parallel cultures for each strain was standardized to 6 μg and pooled to minimize biological noise. Fluorescently labeled cDNA targets from each strain (representing each phase of growth) were combined in a 1:1 ratio and hybridized in duplicate at 65°C for 15 h on a single Agilent slide containing replicated genes from *Halobacterium* sp. NRC-1 (Müller and DasSarma, 2005).

### Membrane Analysis

*Halobacterium* *salinarum* R1 parental and Δ*CYP174A1* strains were cultured in 1 L complete medium at 40°C at 200 rpm until an OD_600_ = 1.2 was reached (late stationary phase). Cells were harvested at 6 000 × *g* for 10 min at 4°C and the resulting pellets were used for purple and red membrane isolation using sucrose cushion gradients essentially as described by DasSarma et al. (2012). Pellets were resuspended in basal salts solution and the resulting cell lysate was transferred into dialysis tubing and dialyzed against 5 L of water at 4°C with three changes. The cell paste was treated with 50 μL DNase (10 μg/μL) and incubated at 37°C for 1 h while shaking at 180 rpm. The DNaseI digested cell lysates were gently layered onto the sucrose gradients and placed in a balanced SW32 Ti rotor and spun at 132 000 × *g* for 17 h at 18°C in a Beckman Coulter Optima^TM^ L-100 Ultracentrifuge.

### Microarray Data Accession Number

Array data were deposited in the GEO database^1^ under series accession number GSE104012.

## Results

### Deletion of *CYP174A1* Appears to Influence Bacterioruberin Synthesis

When *H*. *salinarum* R1 parental and the P450 deletion strains were cultured on solid medium and in liquid medium a marked difference in pigmentation was observed. In the liquid cultures the deletion strain first appeared darker red-orange in comparison to the parent R1 strain after about 40 h of growth (early stationary phase). Normalized wet-weight samples of each strain was collected at 86 h and 96 h (late stationary phase) and the red pigments were extracted with acetone and subjected to an UV-visible wavelength scan. Figure 1 illustrates the UV-visible spectra of the extracted pigments from both parental- and deletion strains.

**FIGURE 1:**
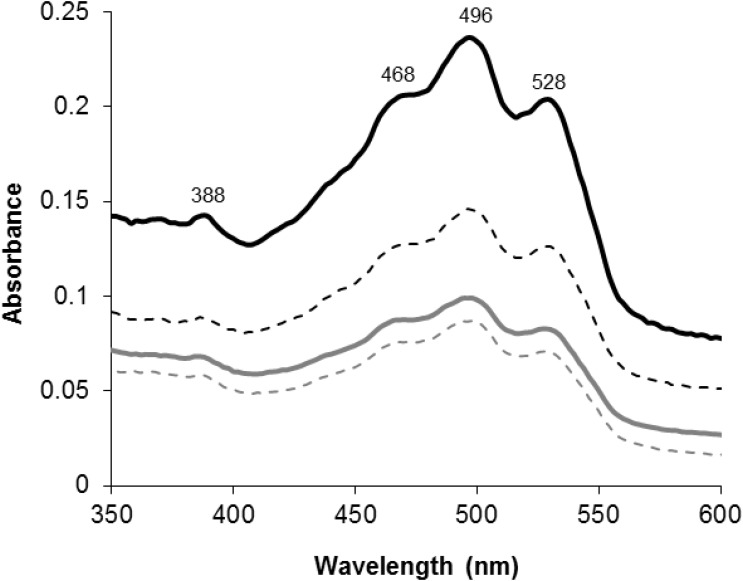
UV-visible spectra of acetone extracted red pigments of cell pellets harvested at 86 h (solid lines) and 96 h (dashed lines) of growth from parental (gray lines) and *CYP174A1*-deletion (black lines) strains of *Halobacterium salinarum* R1. Wavelengths of absorption maxima are indicated on the top scans.

The obtained spectra all displayed the characteristic so-called “three-finger” shape that is typical of the C_50_ bacterioruberin-like carotenoids (D’Souza et al., 1997; Fang et al., 2010). Based on the spectral data, all deletion strains always produced more red pigment when compared to the parental strains. Deletion of *CYP174A1* in *H. salinarum* R1 appears to have influenced carotenoid-metabolism and *inter alia* caused the accumulation of bacterioruberins.

### DNA Microarray and Purple Membrane Analyses

Data from the two color microarrays for samples from the logarithmic and stationary phases of growth were plotted on a scatter plot (Supplementary Figure S2). 

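The values below were derived from the scanner output of 2 arrays, 1 for the logarithmic phase (OD_600_ of about 0.3) and 1 for the stationary phase (OD_600_ of about 1.3). On each array the pooled RNA of 3 cultures of the parental strain carried Cy3 and the pooled RNA of 3 cultures of the Δ*CYP174A1* strain carried Cy5, with no array in which the dyes were exchanged. The sample labels name the background of the deletion strain NRC-1, where the methods name R1, and the strain is treated here as the methods describe it. With a single array for each phase there is no replicate measurement of any ratio, so no test between strains was made, and the SD given with a ratio is the spread over the probes of the gene within that hybridization. Each array held 41241 spots, of which 39824 belonged to 2489 genes, with 4 probes for most genes and 4 spots for each probe. The authors subtracted the background and normalized the dyes by LOWESS in Agilent Feature Extraction, and the log ratio it wrote for each spot was turned into a log_2_ ratio of the deletion over the parental strain. Spots marked as non-uniform or as population outliers were left out (4.48% of the gene spots in the logarithmic phase and 3.95% in the stationary phase), spots were averaged within a probe and probes within a gene. No gene spot was saturated. In the logarithmic phase 91.3% of the gene spots were well above background in the parental channel and 93.8% in the deletion channel, against 97.5% and 98.5% in the stationary phase. A gene was counted when at least 50% of its spots were well above background in at least 1 channel, which left 2399 genes in the logarithmic phase and 2459 in the stationary phase. The deleted gene, named *cyc* on the array (replicon 1 of the array design, 326958 to 328172, minus strand), had a log_2_ ratio of -1.92 ± 0.39 (SD over 4 probes) in the logarithmic phase and -2.38 ± 0.29 in the stationary phase. Its spots were well above background in the deletion channel in 6 of 16 cases in the logarithmic phase and in 11 of 16 in the stationary phase, and in all 16 of the parental channel in both phases. With normexp background correction and loess in place of Agilent's processing, these ratios were -1.08 and -1.78. Normexp was run with an offset of 50 added to both channels, which draws the ratios of dim spots toward 0.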

Differentially expressed genes that were statistically significant were defined as genes that displayed a *P*-value < 0.05 and a fold change cutoff threshold of ≥1.5 (log_2_ ratio of ≥0.5). 

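The authors' deposited tables give a log_2_ ratio and a P-value for each gene. Set against the scanner output, the log_2_ ratio in those tables was the mean over the spots of the gene (largest difference 0.00194), and the P-value was the mean of the P-values that Feature Extraction assigned to the single spots (largest difference 0.000231). Such a P-value describes the precision of spots within a hybridization and not the variation between cultures. A fold change of 1.5 is a log_2_ ratio of 0.58, slightly above the log_2_ threshold of 0.5.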

Based on the aforementioned criteria, 41 and 101 genes were differentially expressed during the logarithmic and stationary phases of growth, respectively. 

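By size alone, 454 of 2399 genes (18.9%) had an absolute log_2_ ratio of at least 0.5 in the logarithmic phase, 259 higher and 195 lower in the deletion strain. The stationary phase had 253 of 2459 genes (10.3%), 106 higher and 147 lower. All probes of the gene had the same sign for 396 of the former and 230 of the latter. The division by direction in the logarithmic phase moved with the normalization, to 250 higher and 78 lower with normexp and loess and to 329 higher and 103 lower after a correction for the trend over the array surface, which was chosen after seeing the data. With a P-value below 0.05 added, the authors' deposited tables gave 146 genes in the logarithmic and 89 in the stationary phase. All 41 genes that Supplementary Figure S2 lists for the logarithmic phase and all 101 it lists for the stationary phase had the same sign here. The listed values come from the same spots and all pass the size threshold, so this is no independent check. The listed logarithmic phase genes carried gene numbers from 1 to 216, and 11 of them had a P-value below 0.05 in the authors' deposited table. Of the listed stationary phase genes, 89 did, and the P-values of the other 12 lay between 0.0510 and 0.0587 in the authors' deposited table. Across the 2393 genes counted in both phases, the log_2_ ratios of the phases had a Pearson correlation of 0.518 and a Spearman correlation of 0.528, across genes that are not independent replicates, on arrays that share the assignment of dyes. In both phases 123 genes passed the size threshold, 82 higher in both, 33 lower in both and 8 in opposite directions.

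**Figure D1:**
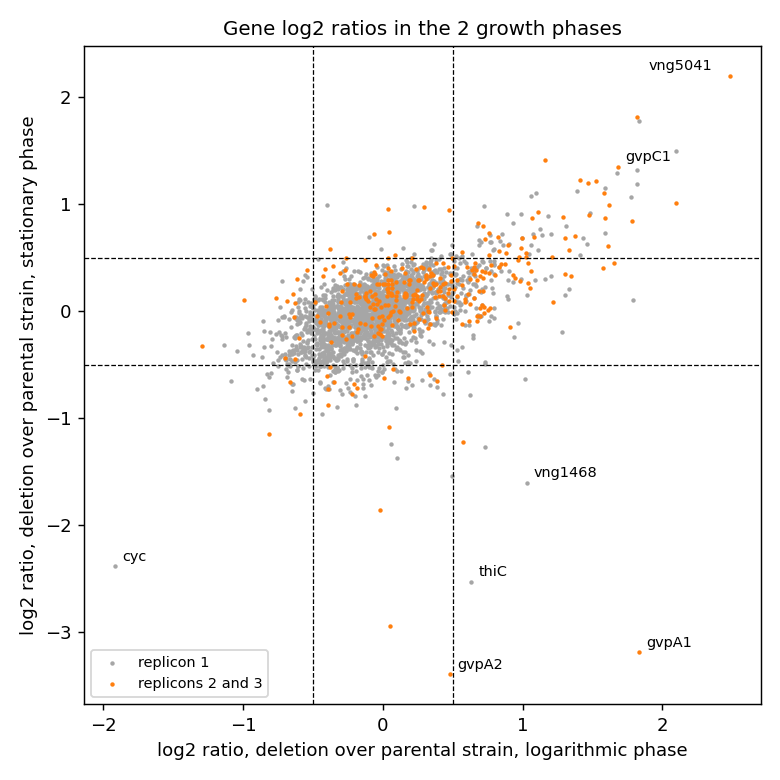
Each point is a gene counted in both phases, with its log_2_ ratio of the deletion over the parental strain in the logarithmic phase on the x axis and in the stationary phase on the y axis, grey for replicon 1 and orange for replicons 2 and 3 of the array design. Dashed lines mark log_2_ ratios of -0.5 and 0.5, and *cyc* lies at -1.92 and -2.38.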

The *brp* gene (encoding the bacterio-opsin-related protein) and two other genes with unknown functions, *vng1461* and *vng1468*, were significantly expressed during the logarithmic growth stage. 

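In the logarithmic phase *brp* (replicon 1, 1087519 to 1088622, minus strand) had a log_2_ ratio of 0.73 ± 1.70 (SD over 4 probes). Its first and second probes gave 2.38 and 2.01, and the other two gave -0.75 and -0.72 with 1 and 0 of 4 spots well above background in the deletion channel. The mean is therefore smaller than its spread over probes, and with the first or the second probe left out it was 0.18 or 0.30, below the size threshold. Restricted to spots well above background in both channels, the ratio of *brp* was 2.10. For *vng1461* (1082558 to 1082767, minus strand) the log_2_ ratio was 1.20 ± 0.37, with 16 of 16 deletion channel spots and 13 of 16 parental channel spots well above background. For *vng1468* (1089962 to 1090228, plus strand) it was 1.03 ± 0.49, but in the parental channel only 1 of 16 spots was well above background, against 12 of 16 in the deletion channel. With normexp the ratio of *vng1468* was 0.46 with loess, below the threshold, and 0.60 without loess, past it. The P-values in the authors' deposited table were 0.266 for *brp*, 0.0263 for *vng1461* and 0.256 for *vng1468*. The stationary phase ratios were -0.49 ± 0.50 for *brp*, 0.33 ± 0.04 for *vng1461* and -1.60 ± 0.15 for *vng1468*. That of *brp* was past the threshold with the first or the second probe left out (-0.63 and -0.61). With the third or the fourth probe left out it was smaller in size (-0.44 and -0.28). The same held with the median over all spots (-0.27) and with normexp and loess (-0.39).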

*Brb*, in conjunction with *crtB1* are involved in the first and last committed steps of the retinal chromophore biosynthetic pathway, respectively (Baliga et al., 2001; Peck et al., 2001; DasSarma et al., 2012). Most strikingly of the gene expression profile, was the very low expression levels (linear fold change of -19.10 or log_2_ ratio of -4.10) of the *bop* gene (encoding for the bacterio-opsin protein) during stationary phase in the Δ*CYP174A1 strain*. 

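The *bop* gene lies on replicon 1 of the array design from 1089122 to 1089907 on the plus strand. Its log_2_ ratio in the stationary phase was -4.11 ± 0.34 (SD over 4 probes). The probes ranged from -4.43 to -3.67, and with each probe left out in turn the ratio stayed between -4.25 and -4.00. The median signal over 16 spots was 2300 in the parental channel and 102 in the deletion channel, where negative control spots had medians of 14.3 and 7.65. All 16 spots of the parental channel and 15 of 16 of the deletion channel were well above background. The ratio moved most with normexp and loess, to -3.67. In the logarithmic phase the log_2_ ratio was -0.32 ± 0.59, and 7 of 16 spots in the parental channel and 4 of 16 in the deletion channel were well above background, too few for the gene to be counted. The difference between strains in that phase was not detectable over the background of the array. From the very low *bop* level the paper proposes that synthesis of purple membrane (PM) may have been abolished, which it examined on a sucrose gradient (Figure 2B).

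**Figure D2:**
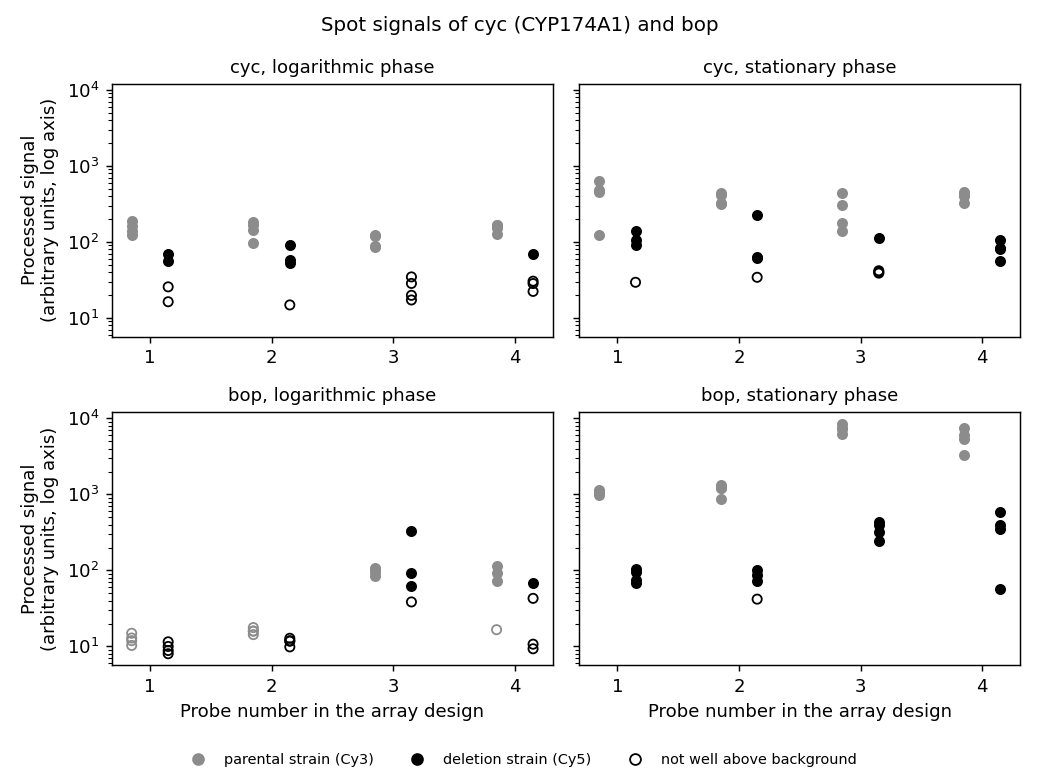
Processed signals of single spots on a log axis for the 4 probes of *cyc* and *bop* in both phases, grey for the parental strain and black for the deletion strain, with open circles for spots not well above background. All parental spots of *bop* in the stationary phase lie above the deletion strain spots of the same probe.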

The *bop* gene forms part of a cluster of genes, called the *bop*-gene regulon (Peck et al., 2001; Tarasov et al., 2008, 2011; DasSarma et al., 2012) that is involved in the biosynthesis and regulation of BR in PM. 

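Around *bop*, the genes from *crtB1* to *vng1468* occupy 1081043 to 1090228 of replicon 1 in the coordinates of the array design, which was made for *Halobacterium* sp. NRC-1. On the array the gene between *vng1461* and *blp* is named *cdc48a* and the gene between *brp* and *bop* is named vng1466, and these were taken for *bac* and *brz* by their place. For *vng1459* the log_2_ ratio was 0.09 ± 0.10 (SD over 4 probes) in the logarithmic and -0.90 ± 0.11 in the stationary phase, so it passed the size threshold in the latter. The ratio of *bac* was 0.21 ± 0.80 and 0.06 ± 0.14. The probes of *bac* ranged from -0.23 to 1.41 in the logarithmic phase, and the value is smaller than that spread.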

Figure 2A illustrates the gene expression profiles of *bop* and other genes associated with the *bop*-regulon during both phases of growth as mentioned above. The very low levels of *bop*-expression imply the possible abolishment of PM synthesis and this was confirmed with a subsequent sucrose gradient: PM was present in the parental R1 strain but absent in the Δ*CYP174A1* strain (Figure 2B).

**FIGURE 2:**
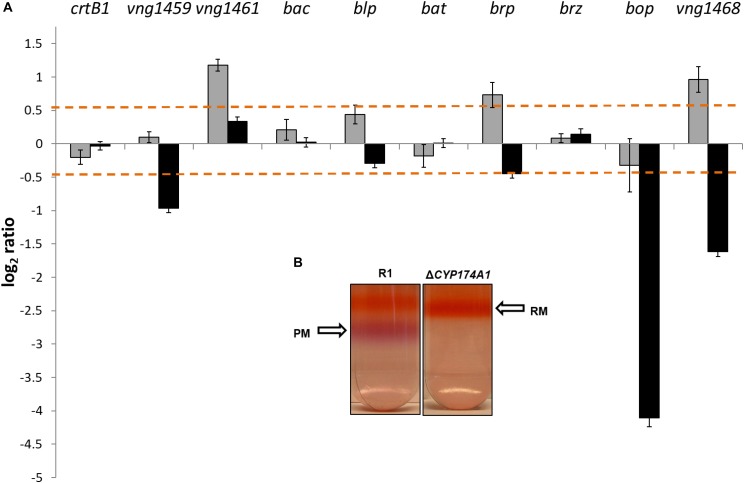
**(A)** Log_2_ ratios (*y*-axis) are shown for expression profiles in logarithmic (gray bars) and stationary growth phases (black bars) for the *H. salinarum* R1 parental and Δ*CYP17*4*A1* strains. Dashed lines indicate the threshold of significant differential expression (see Materials and Methods) and error bars indicate standard errors. **(B)** inlet: *H. salinarum* R1 parental strain and Δ*CYP17*4*A* strain red membrane (RM) and purple membrane (PM) as fractionated by sucrose gradient.

## Discussion

### Bacterioruberin Accumulation

Deletion of the *CYP174A1* gene in *H. salinarum* R1 appears to have influenced bacterioruberin and PM biosynthesis. Red colored bacterioruberins accumulated (Figure 1) and PM became absent in the Δ*CYP174A1* strain when compared to the parental strain (Figure 2B). An increase in bacterioruberin levels in *H. salinarum* was also observed by Dummer et al. (2011) but this was due a deliberate *bop* gene deletion. The authors discovered that the *lye* (lycopene elongase) gene catalyzed the committed step in bacterioruberin biosynthesis and that the *bop* gene product, bacterio-opsin, inhibited lycopene elongase and consequently the production of bacterioruberins. In the current study, the very low expression of *bop* in the Δ*CYP174A1* strain has likely rendered the lycopene elongase enzyme completely uninhibited and caused the increase in bacterioruberin biosynthesis. It has been previously proposed that free retinal (when not bound to bacterio-opsin) could potentially regulate bacterioruberin biosynthesis; however, Dummer et al. (2011) found that free retinal had no significant effect on bacterioruberin biosynthesis.

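The lycopene elongase gene *lye* (replicon 1, 1253091 to 1253915, minus strand) had a log_2_ ratio of 0.01 ± 0.70 (SD over 4 probes) in the logarithmic phase and -0.01 ± 0.14 in the stationary phase, below the size threshold in both. All 16 spots of the stationary phase were well above background in both channels, with median signals of 437.5 in the parental and 453 in the deletion strain. The array measures transcripts and not the activity of the enzyme.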

### Decreased *Bop* Gene Transcription Levels

The *bop* gene forms part of a tightly regulated cluster of genes referred to as the *bop*-regulon (Tarasov et al., 2008, 2011; DasSarma et al., 2012). *Bop* is regulated by a sensor regulator gene called *bat* and potentially also by a small zinc-finger containing protein called brz. The *bat* gene encodes for a *trans-*acting factor that induces *bop* transcription at low oxygen tension, which naturally occurs in the stationary phase. DasSarma et al. (2012) illustrated that a *bat* deletion caused a marked drop in transcription levels of several genes in the *bop*-regulon including *bop*. The subsequent drop in *bop* transcription directly caused the loss of PM. Figure 2A illustrates that neither *bat* nor *brz* were significantly expressed in stationary phase and that instead of *bop* being induced, the transcript levels of *bop* dropped dramatically, which in turn caused the loss of PM (Figure 2B). In addition, there was no significant gene expression and considerable decrease in transcription levels of e.g., *crtB1* or *blp* as observed when *bat* is deleted (DasSarma et al., 2012). 

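*Bat* (1085498 to 1087519, minus strand) had a stationary phase log_2_ ratio of -0.01 ± 0.17 and *brz* one of 0.18 ± 0.05 (SD over 4 probes), both below the size threshold and with all 16 spots well above background in both channels. In the logarithmic phase the ratios were -0.18 ± 0.21 and 0.09 ± 0.16. The change of *bop* between the phases was also computed for each strain from the single channels after loess and Aquantile normalization, which leaves it open to dye bias and to differences between the arrays. From the logarithmic to the stationary phase *bop* rose by 5.15 ± 0.54 on the log_2_ scale in the parental strain and by 1.94 ± 0.40 in the deletion strain. With Agilent's processed signals scaled to the median of each array the rises were 6.31 and 2.78. Most *bop* spots of the logarithmic phase were not well above background, so the size of both rises rests on a starting level near background.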

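The log_2_ ratio of *crtB1* (1081043 to 1082008, minus strand) was -0.20 ± 0.11 (SD over 4 probes) in the logarithmic phase and -0.03 ± 0.14 in the stationary phase. For *blp* (1085033 to 1085458, plus strand) it was 0.44 ± 0.70 and -0.29 ± 0.06. The probes of *blp* ranged from -0.25 to 1.09 in the logarithmic phase, in which 6 of 16 parental channel spots were well above background. *CrtB1* stayed below the size threshold in both phases under every setting run. *Blp* stayed below it in the stationary phase, with a ratio larger than its spread over probes. In the logarithmic phase *blp* was below the threshold as computed here. It was above it at 0.56 with the median over all spots and at 0.57 with only spots well above background in both channels. It was also above it at 0.55 after the correction for the trend over the array surface, which was chosen after seeing the data. With the first or the second probe left out it was 0.67 and 0.61. Other settings lowered the ratio, to 0.22 and 0.26 with the third or the fourth probe left out and to 0.40 with normexp and loess.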

Although a similar phenotype for loss of PM was observed for this study, the crucial difference is that no *bat* deletion was ever introduced as was the case with DasSarma et al. (2012).

In rare cases, the abolishment of *bop* can be attributed to spontaneous insertions either in *bop* itself or in the *brp* gene. Since the early 1980s, several insertion sequences (IS) have been identified in *bop* from various PM-deficient *Halobacterium* strains (Simsek et al., 1982; DasSarma et al., 1983; Ovchinnikov et al., 1984; Pfeiffer et al., 1984; Pfeiffer and Betlach, 1985; Ebert et al., 1987). Typically, the IS called ISH 1 (1 118 bp in size) integrates into a single site in the *bop* gene and ISH 2 (520 bp in size) at several sites of *bop*. In the current study, the *bop*, *brp* and *bat* genes from both the parental and Δ*CYP174A1* strain, were PCR amplified with gene specific oligonucleotide primers (Supplementary Table S1) to assess their ORF size. All the aforementioned genes displayed the correct amplicon size (see Supplementary Figure S4). For the current study, we concluded that IS was most probably not responsible for the decreased *bop* transcription levels and loss of PM in the Δ*CYP174A1* strain.

### Possible Physiological Role of *CYP174A1* in *H. salinarum*

Calo et al. (1995) reported that some species of *Haloarcula hispanica* and *H. salinarum* contain *trans-*astaxanthin. In *H. salinarum* about 11% of the pigment (per weight basis) was *trans-*astaxanthin while 24% was 3-hydoxy-echinenone (Calo et al., 1995). Astaxanthin biosynthesis can occur *via* a 3-hydroxy-echinenone intermediate by the addition of two keto and two hydroxyl moieties at the 4,4′ and 3,3′-positions of the β-ione rings of β-carotene, respectively (Martín et al., 2008). Given the fact that 3-hydroxy-echinenone and astaxanthin have been identified in *H. salinarum* (Calo et al., 1995), we speculate that, as in the case of the CYP450 from *X. dendrorhous*, CYP174A1 from *H. salinarum* acts as both a ketolase and a hydroxylase to produce astaxanthin.

Astaxanthin is a potent anti-oxidant capable of quenching the highly reactive oxygen species (ROS) called singlet oxygen (Makino et al., 2008; Glaeser et al., 2011). Singlet oxygen is the product of photo-oxidative stress due to cells being exposed to high light intensities and can cause severe cell damage by rapidly reacting with *inter alia* proteins, lipids and DNA (Glaeser et al., 2011). Interestingly, microarray analyses by Facciotti et al. (2010) revealed that when *Halobacterium* sp. strain NRC-1 was grown in rich medium, the *CYP174A1* transcript levels significantly increased in the transition from the exponential to stationary phase of growth. Stationary phase is also the period when *bop* expression is increased to biosynthesize PM for the purpose of phototrophic growth (Baliga et al., 2001; DasSarma et al., 2012).

If we assume that CYP174A1 catalyzes the biosynthesis of astaxanthin in *H. salinarum*, it could be argued that increasing levels of singlet oxygen induces the formation of astaxanthin. Interestingly, Schroeder and Johnson (1995) observed that carotenoid biosynthesis was induced by singlet oxygen and other peroxyl radicals in *X. dendrorhous.* The deletion of *CYP174A1* and presumably the consequent decrease in astaxanthin will cause a potential detrimental increase in singlet oxygen levels for *H. salinarum* (Figure 3).

**FIGURE 3:**
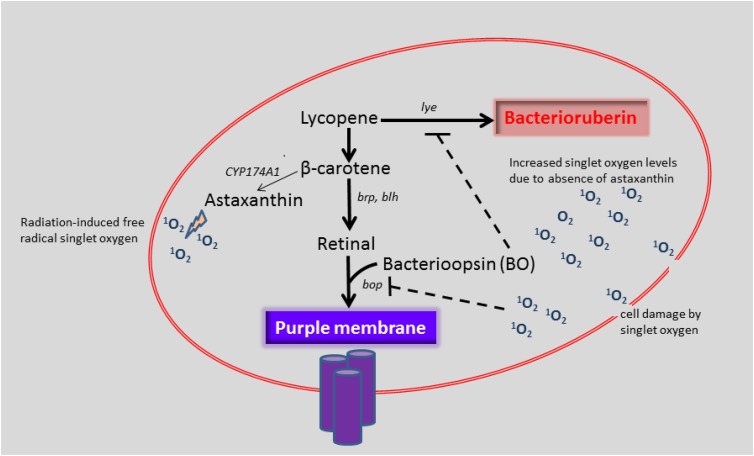
Proposed function of *CYP174A1* in astaxanthin biosynthesis and the effect of increased singlet oxygen levels on *bop* expression in *H. salinarum*. The role of CYP174A1 in astaxanthin biosynthesis in *H. salinarum* has to be verified.

We speculate that when *CYP174A1* is deleted, that increasing singlet oxygen levels and possibly other ROS act as a chemical signal that necessitates *H. salinarum* to utilize an auxiliary mechanism: by inhibiting the *bop* gene product and thereby lifting the inhibition on the *lye* gene. This in turn will result in increased biosynthesis of bacterioruberin, which also has anti-oxidant properties (Rodrigo-Baños et al., 2015). The higher levels of bacterioruberin could further potentially aid in the protection of *H. salinarum* against oxidative damage from singlet oxygen and other ROS.

The role(s) of CYP450s in extremely halophilic archaea is still unknown. This study paves the way for future work that could shed more light on the complex physiological role of CYP450s in not only *H*. *salinarum* but possibly other extremely halophilic archaea. In particular, astaxanthin levels need to be measured in both the Δ*CYP174A1* and parental strains and the possible role of CYP1741 in the synthesis of astaxanthin needs to be verified. The complex regulation of pigment synthesis is not only of interest from a molecular genetic perspective but is also of increasing interest for astrobiology (Schwieterman et al., 2018; Walker et al., 2018).

## Author Contributions

WM performed the research and wrote the paper. MC assisted with the microarray experiments and analysis. MS, EvH, and SD coordinated the study. MS and EvH provided funding for the study.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] BaligaN. S.KennedyS. P.NgW. V.HoodL.DasSarmaS. (2001). Genomic and genetic dissection of an archaeal regulon. *Proc. Natl. Acad. Sci. U.S.A.* 98 2521–2525. 10.1073/pnas.051632498 11226271PMC30170

[B2] BarredoJ. L.García-EstradaC.KosalkovaK.BarreiroC. (2017). Biosynthesis of astaxanthin as a main carotenoid in the heterobasidiomycetous yeast *Xanthophyllomyces dendrorhous*. *J. Fungi* 3 1–17. 10.3390/jof3030044 29371561PMC5715937

[B3] BernhardtR. (2006). Cytochrome P450 as versatile biocatalysts. *J. Biotech.* 124 128–145. 10.1016/j.jbiotec.2006.01.026 16516322

[B4] BerquistB. R.MüllerJ. A.DasSarmaS. (2006). Genetic systems for halophilic Archaea. *Methods Microbiol.* 35 637–668. 10.1016/S0580-9517(08)70030-8

[B5] Bitan-BaninG.OrtenbergR.MevarechM. (2003). Development of a gene knockout system for the halophilic archaeon *Haloferax volcanii* by use of the pyrE gene. *J. Bacteriol.* 185 772–778. 10.1128/JB.185.3.772-778.2003 12533452PMC142808

[B6] BlascoF.KauffmannI.SchmidR. D. (2004). CYP175A1 from *Thermus thermophilus* HB27, the first β-carotene hydroxylase of the P450 superfamily. *Appl. Microbiol. Biotechnol.* 64 671–674. 10.1007/s00253-003-1529-7 14727092

[B7] CaloP.de MiguelT.SieiroC.VelazquezJ. B.VillaT. G. (1995). Ketocarotenoids in halobacteria: 3-hydroxy-echinenone and trans-astaxanthin. *J. Appl. Microbiol.* 79 282–285. 10.1111/j.1365-2672.1995.tb03138.x

[B8] ClineS. W.DoolittleW. F. (1987). Efficient transfection of the archaebacterium *Halobacterium halobium*. *J. Bacteriol.* 169 1341–1344. 10.1128/jb.169.3.1341-1344.1987 3818549PMC211943

[B9] ClineS. W.SchalkwykL. C.DoolittleW. F. (1989). Transformation of the archaebacterium *Halobacterium volcanii* with genomic DNA. *J. Bacteriol.* 171 4987–4991. 10.1128/jb.171.9.4987-4991.19892768194PMC210307

[B10] CokerJ. A.DasSarmaP.KumarJ.MüllerJ. A.DasSarmaS. (2007). Transcriptional profiling of the model archaeon *Halobacterium* sp. NRC-1: responses to changes in salinity and temperature. *Saline Syst.* 3 1–17. 10.1186/1746-1448-3-6 17651475PMC1971269

[B11] DasSarmaP.CapesM. D.DasSarmaS.DasS.DashH. (2018). “Comparative genomics of halobacterium strains from diverse locations,” in *Microbial Diversity in the Genomic Era*, eds DasS.DashH. R. (Cambridge, MA: Academic Press), 285–322.

[B12] DasSarmaP.ZamoraR. C.MüllerJ. A.DasSarmaS. (2012). Genome-wide responses of the model archeaon *Halobacterium* sp. strain NRC-1 to oxygen limitation. *J. Bacteriol.* 194 5530–5537. 10.1128/JB.01153-12 22865851PMC3458682

[B13] DasSarmaS.BerquistB. R.CokerJ. A.DasSarmaP.MüllerJ. A. (2006). Post-genomics of the model haloarchaeon *Halobacterium* sp. NRC-1. *Saline Syst.* 2 1746–1748. 1654242810.1186/1746-1448-2-3PMC1447603

[B14] DasSarmaS.RajbhandaryU. L.KhoranaH. G. (1983). High-frequency spontaneous mutation in the bacterio-opsin gene in *Halobacterium halobium* is mediated by transposable elements. *Proc. Natl. Acad. Sci. U.S.A.* 80 2201–2205. 10.1073/pnas.80.8.2201 6300900PMC393786

[B15] del RosarioR. C.StaudingerW. F.StreifS.PfeifferF.MendozaE.OesterheltD. (2007). Modelling the CheYD10K,Y100W *Halobacterium salinarum* mutant: sensitivity analysis allows choice of parameter to be modified in the phototaxis model. *IET Syst. Biol.* 1 207–221. 10.1049/iet-syb:20070007 17708428

[B16] D’SouzaS. E.AltekarW.D’SouzaS. F. (1997). Adaptive response of *Haloferax mediterranei* to low concentrations of NaCl (< 20%) in the growth medium. *Arch. Microbiol.* 168 68–71. 10.1007/s002030050471 9211716

[B17] DufosséL.de EchanoveM. C. (2005). The last step in the biosynthesis of aryl carotenoids in the cheese ripening bacteria *Brevibacterium linens* ATCC9175 (*Brevibacterium aurantiacum* sp. nov.) involves a cytochrome P450-dependent monooxygenase. *Food Res. Int.* 38 967–973. 10.1016/j.foodres.2005.02.017

[B18] DummerA. M.BonsallJ. C.CihlaJ. B.LawryS. M.JohnsonG. C.PeckR. F. (2011). Bacterioopsin-mediated regulation of bacterioruberin biosynthesis in *Halobacterium salinarum*. *J. Bacteriol.* 192 5658–5667. 10.1128/JB.05376-11 21840984PMC3187228

[B19] DundasI. D.LarsenH. (1963). A study on the killing by light of photosensitized cells of *Halobacterium salinarum*. *Arch. Mikrobiol.* 46 19–28. 10.1007/BF00406383 14054143

[B20] EbertK.HankeC.DeliusH.GoebelW.PfeifferF. (1987). A new insertion element, ISH26, from *Halobacerium halobium*. *Mol. Gen. Genet.* 206 81–87. 10.1007/BF00326540 2174546

[B21] FacciottiM. T.PangW. L.LoF.WhiteheadK.KoideT.MasumuraK. (2010). Large scale physiological readjustment during growth enables rapid, comprehensive and inexpensive systems analysis. *BMC Syst. Biol.* 4:64. 10.1186/1752-0509-4-64 20470417PMC2880973

[B22] FangC.-J.KuK.-L.LeeM.-H.SuN.-W. (2010). Influence of nutritive factors on C50 carotenoids production by *Haloferax mediterranei* ATCC 33500 with two-stage cultivation. *Bioresour. Technol.* 101 6487–6493. 10.1016/j.biortech.2010.03.044 20362434

[B23] FuttererO.AngelovA.LiesegangH.GottschalkG.SchleperC.SchepersB. (2004). Genome sequence of *Picrophilus torridus* and its implications for life around pH 0. *Proc. Natl. Acad. Sci. U.S.A.* 101 9091–9096. 10.1073/pnas.0401356101 15184674PMC428478

[B24] GlaeserJ.NussA. M.BerghoffB. A.KlugG. (2011). Singlet oxygen stress in microorganisms. *Adv. Microb. Physiol.* 58 141–173. 10.1016/B978-0-12-381043-4.00004-0 21722793

[B25] GuptaR. S.NaushadS.BakerS. (2015). Phylogenomic analyses and molecular signatures for the class *Halobacteria* and its two major clades: a proposal for division of the class *Halobacteria* into an emended order *Halobacteriales* and two new orders, *Haloferacales* ord. nov. and *Natrialbales* ord. nov., containing the novel families *Haloferacaceae* fam. nov. and *Natrialbaceae* fam. nov. *Int. J. Syst. Evol. Microbiol.* 65 1050–1069. 10.1099/ijs.0.070136-0 25428416

[B26] HartmanA. L.NoraisC.BadgerJ. H.DelmasS.HaldenbyS.MadupuR. (2010). The complete genome sequence of *Haloferax volcanii* DS2, a model archaeon. *PLoS One* 5:e9605. 10.1371/journal.pone.0009605 20333302PMC2841640

[B27] HoW. W.LiH.NishidaC. R.de MontellanoP. R.PoulosT. L. (2008). Crystal structure and properties of CYP231A2 from the thermoacidophilic archaeon *Picrophilus torridus*. *Biochemistry* 47 2071–2079. 10.1021/bi702240k 18197710

[B28] KochM. K.OesterheltD. (2005). MpcT is the transducer for membrane potential changes in *Halobacterium salinarum*. *Mol. Microbiol.* 55 1681–1694. 10.1111/j.1365-2958.2005.04516.x 15752193

[B29] KooL. S.Tschirret-GuthR. A.StraubW. E.Moënne-LoccozP.LoehrT. M.de MontellanoP. R. (2000). The active site of the thermophilic CYP119 from *Sulfolobus solfataricus*. *J. Biol. Chem.* 275 14112–14123. 10.1074/jbc.275.19.1411210799487

[B30] KrebsM. P.HaussT.HeynM. P.RajBhandaryU. L.KoranaH. G. (1991). Expression of the bacterioopsin gene in *Halobacterium halobium* using a multicopy plasmid. *Proc. Natl. Acad. Sci. U.S.A.* 88 859–863. 10.1073/pnas.88.3.859 1992477PMC50913

[B31] LabuschagneM.AlbertynJ. (2007). Cloning of an epoxide hydrolaseencoding gene from *Rhodotorula mucilaginosa* and functional expression in *Yarrowia lipolytica*. *Yeast* 24 69–78. 10.1002/yea.1437 17173332

[B32] MakinoT.HaradaH.IkenagaH.MatsudaS.TakaichiS.ShindoK. (2008). Characterization of cyanobacterial carotenoid ketolase crtW and hydroxylase ctrR by complementation analysis in *Escherichia coli*. *Plant Cell. Physiol.* 49 1867–1878. 10.1093/pcp/pcn169 18987067

[B33] MandaiT.FujiwaraS.ImaokaS. (2009). A novel electron transport system for thermostable CYP175A1 from *Thermus thermophilus* HB27. *FEBS J.* 276 2416–2429. 10.1111/j.1742-4658.2009.06974.x 19348026

[B34] MartínJ. F.GudiňaE.BarredoJ. (2008). Conversion of β-carotene into astaxanthin: two separate enzymes or a bifunctional hydroxylase-ketolase protein? *Microb. Cell Fact.* 7 1–10. 10.1186/1475-2859-7-3 18289382PMC2288588

[B35] McLeanK. J.SabriM.MarshallK. R.LawsonR. J.LewisD. G.CliftD. (2005). Biodiversity of cytochrome P450 redox systems. *Biochem. Soc. Trans.* 33 796–801. 10.1042/BST0330796 16042601

[B36] MüllerJ. A.DasSarmaS. (2005). Genomic analysis of anaerobic respiration in the Archaeon *Halobacterium* sp. *strain* NRC-1: dimethyl sulfoxide and trimethylamine *N*-Oxide as terminal electron acceptors. *J. Bacteriol.* 1871659–1667. 10.1128/JB.187.5.1659-1667.2005 15716436PMC1064022

[B37] NgW. V.KennedyS. P.MahairasC. G.BerquistB.PanM.ShuklaH. D. (2000). Genome sequence of *Halobacterium* species NRC-1. *Proc. Natl. Acad. Sci. U.S.A.* 97 12176–12181. 10.1073/pnas.190337797 11016950PMC17314

[B38] OesterheltD.KrippahlG. (1983). Phototrophic growth of halobacteria and its use for isolation of photosynthetically deficient mutants. *Ann. Microbiol.* 134B, 137–150. 10.1016/S0769-2609(83)80101-X 6638758

[B39] OjimaK.BreitenbachJ.VisserH.SetoguchiY.TabataK.HoshinoT. (2006). Cloning of the astaxanthin synthase gene from *Xanthopyllomyces dendrorhous* (*Phaffia rhodozyma*) and its assignment as a β-carotene 3-hydroxylase/4-ketolase. *Mol. Genet. Genomics* 275 148–158. 10.1007/s00438-005-0072-x 16416328

[B40] OkuY.OhtakiA.KamitoriS.NakamuraN.YohdaM.OhnoH. (2004). Structure and direct electrochemistry of cytochrome P450 form the thermoacidophilic crenarchaeon, *Sulfolobus tokodaii* str. 7. *J. Inorg. Biochem.* 98 1194–1199. 10.1016/j.jinorgbio.2004.05.002 15219985

[B41] OvchinnikovY. A.ZozulyaS. A.ZaitsevaF. M.GurevS. O.SverdlovF. D.KrupenkoM. A. (1984). The new insertion sequence element of *Halobacterium halobium* localized within the bacterio-opsin gene. *Bioorg. Khim.* 10 560–563.

[B42] PatengeN.HaaseA.BolhuisH.OesterheltD. (2000). The gene for a halophilic β-galactosidase (bgaH) of *Haloferax alicantei* as a reporter gene for promoter analyses in *Halobacterium salinarum*. *Mol. Microbiol.* 36 105–113. 10.1046/j.1365-2958.2000.01831.x10760167

[B43] PeckR. F.DasSarmaS.KrebsM. P. (2000). Homologous gene knockout in the archaeon Halobacterium salinarum with ura3 as a counterselectable marker. *Mol. Microbiol.* 35 667–676. 10.1046/j.1365-2958.2000.01739.x 10672188

[B44] PeckR. F.Echavarri-ErasunC.JohnsonE. A.NgV. W.KenneyS. P.HoodL. (2001). brp and blh are required for synthesis of the retinal cofactor of bacteriorhdopsin in *Halobacterium salinarum*. *J. Biol. Chem.* 276 5739–5744. 10.1074/jbc.M009492200 11092896

[B45] PfeifferF.BetlachM. (1985). Genome organization in *Halobacterium halobium*: a 70 kb island of more (AT) rich DNA in the chromosome. *Mol. Gen. Genet.* 198 449–455. 10.1007/BF00332938 2989657

[B46] PfeifferF.FriedmanJ.BoyerH. W.BetlachM. (1984). Characterization of insertions affecting the expression of the bacterio-opsin gene in *Halobacterium halobium*. *Nucleic Acids Res.* 12 2489–2497. 10.1093/nar/12.5.2489 6324122PMC318678

[B47] Rodrigo-BañosM.GarbayoI.VílchezC.BoneteM. J.Martínez-EspinosaR. M. (2015). Carotenoids from Haloarchaea and their potential in biotechnology. *Mar. Drugs* 13 5508–5532. 10.3390/md13095508 26308012PMC4584337

[B48] SambrookJ.FritschE. F.ManiatisT. (1989). *Molecular Cloning – A Laboratory Manual*, 2nd Edn, ed. NorthC. (Harbor, NY: Cold Spring Harbor Laboratory).

[B49] SchoefsB.RmikiN.-E.RachadiJ.LemoineY. (2001). Astaxanthin accumulation in *Haematococcus* requires a cytochrome P450 hydroxylase and an active synthesis of fatty acids. *FEBS Lett.* 500 125–128. 10.1016/S0014-5793(01)02596-0 11445069

[B50] SchroederW. A.JohnsonE. A. (1995). Singlet oxygen and peroxyl radicals regulate carotenoid biosynthesis in Phaffia rhodozyma. *J. Biol. Chem.* 270 18374–18379. 10.1074/jbc.270.31.18374 7629161

[B51] SchwietermanE. W.KiangN. Y.ParenteauM. N.HarmanC. E.DasSarmaS.FisherT. M. (2018). Exoplanet biosignatures: a review of remotely detectable signs of life. *Astrobiology* 18 663–708. 10.1089/ast.2017.1729 29727196PMC6016574

[B52] ShahmohammadiH. R.AsgaraniE.TeratoH.SaitoT.OhyamaY.GekkoK. (1998). Protective roles of bacterioruberin and intracellular KCl in the resistance of *Halobacterium salinarum* against DNA-damaging agents. *J. Radiat. Res.* 39 251–262. 10.1269/jrr.39.251 10196780

[B53] SimsekM.DasSarmaS.RajBhandaryU. L.KhoranaH. G. (1982). A transposable element from *Halobacterium halobium* which inactivates the bacteriorhopsin gene. *Proc. Natl. Acad. Sci. U.S.A.* 79 7268–7272. 10.1073/pnas.79.23.72686296826PMC347320

[B54] StoeckeniusW.KunauW. H. (1968). Further characterization of particulate fractions from lysed cell envelopes of *Halobacterium halobium* and isolation of gas vacuole membranes. *J. Cell Biol.* 38 337–357. 10.1083/jcb.38.2.337 5664208PMC2107487

[B55] StrahlH.GreieJ. C. (2008). The extremely halophilic archaeon *Halobacterium salinarum* R1 responds to potassium limitation by expression of the K + -transporting KdpFABC P-type ATPase and by a decrease in intracellular K +. *Extremophiles* 12 741–752. 10.1007/s00792-008-0177-3 18633573

[B56] SumperM.HerrmannG. (1976). Biosynthesis of purple membrane: control of retinal synthesis by bacterio-opsin. *FEBS Lett.* 71 333–336. 10.1016/0014-5793(76)80964-71001450

[B57] TarasovV. Y.BesirH.SchwaigerR.KleeK.FurtwänglerK.PfeifferF. (2008). A small protein from the bop-brp intergenic region of *Halobacterium salinarum* contains a zinc finger motif and regulates bop and crtB1 transcription. *Mol. Microbiol.* 67 772–780. 10.1111/j.1365-2958.2007.06081.x 18179416PMC2253796

[B58] TarasovV. Y.SchwaigerR.FurtwänglerK.Dyall-SmithM.OesterheltD. (2011). A small basic protein from the brz-brb operon is involved in regulation of bop transcription in *Halobacterium salinarum*. *BMC Mol. Microbiol.* 12:42. 10.1186/1471-2199-12-42 21929791PMC3184054

[B59] WalkerS.BainsW.CroninL.DasSarmaS.DanielacheS.Domagal-GoldmanS. (2018). Exoplanet biosignatures: future directions. *Astrobiology* 18 779–824. 10.1089/ast.2017.1738 29938538PMC6016573

[B60] YanoJ. K.KooL. S.SchullerD. J.LiH.de MontellanoP. R.PoulosT. L. (2000). Crystal structure of a thermophilic cytochrome P450 from the archaeon *Sulfolobus solfataricus*. *J. Biol. Chem.* 275 31066–31092. 10.1074/jbc.M004281200 10859321

# Supplementary material for: Complex Effects of Cytochrome P450 Monooxygenase on Purple Membrane and Bacterioruberin Production in an Extremely Halophilic Archaeon: Genetic, Phenotypic, and Transcriptomic Analyses
**Source:** Front Microbiol. 2018 Oct 26;9:2563. doi: 10.3389/fmicb.2018.02563
**Supplement:** Supplementary file 1

Χ

***bga*H**

Mev^R^

**US**

**DS**

Amp**^R^**

**pMKK100**

**US**

**DS**

***CYP174A1***

Genome

Transformation and 1^st^ crossover event

**US**

**DS**

***CYP174A1***

**US**

**DS**

**Mev^R^**

***bga*H**

**Amp^R^**

Inoculate a single blue colony

Culture in complete medium devoid of mevinolin

**US**

**DS**

***CYP174A1***

**US**

**DS**

**Mev^R^**

***bga*H**

**Amp^R^**

**Second cross over: Option A**

**Second cross over: Option B**

2^nd^ crossover event, loss of *inter alia* the *bga*H gene resulting in no more blue coloured colonies on X-gal plates

Two genotype outcomes. Note: all colonies are now red on X-gal plates

**US**

**DS**

***CYP174A1***

**US**

**DS**

**Outcome of A:** Parental genotype

**Outcome of B:** Deletion of *CYP174A1*

**Fig. S1** Summary of the Blue/Red selection experiment to delete *CYP174A1* by utilizing the pMKK100 suicide vector

# Supplementary material for: Complex Effects of Cytochrome P450 Monooxygenase on Purple Membrane and Bacterioruberin Production in an Extremely Halophilic Archaeon: Genetic, Phenotypic, and Transcriptomic Analyses
**Source:** Front Microbiol. 2018 Oct 26;9:2563. doi: 10.3389/fmicb.2018.02563
**Supplement:** Supplementary file 1

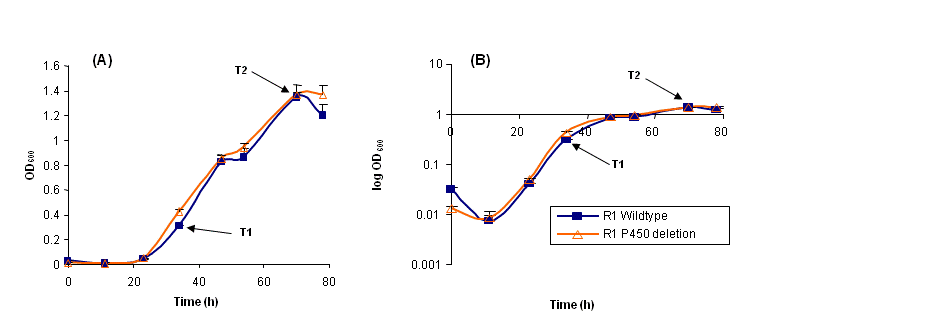

**Fig. S3** Growth of *H*. *salinarum* R1 parental strain (in blue) and Δ*CYP174A1* strain (in orange) respectively at 40˚C. Samples for total RNA extraction were taken at Time 1 **(T1)** and Time 2 **(T2)** which corresponds to the late logarithmic and stationary phases of growth respectively. Error bars are representative of triplicate experiments.

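RNA of both strains was taken at the 2 sampling times marked in the growth curve. The labels of the arrays call the first time logarithmic, the tables the authors deposited call it early logarithmic, and the ratio for each time compares the strains at the same time on the same array.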

# Supplementary material for: Complex Effects of Cytochrome P450 Monooxygenase on Purple Membrane and Bacterioruberin Production in an Extremely Halophilic Archaeon: Genetic, Phenotypic, and Transcriptomic Analyses
**Source:** Front Microbiol. 2018 Oct 26;9:2563. doi: 10.3389/fmicb.2018.02563
**Supplement:** Supplementary file 1

**2 000 bp**

**1 000 bp**

**500 bp**

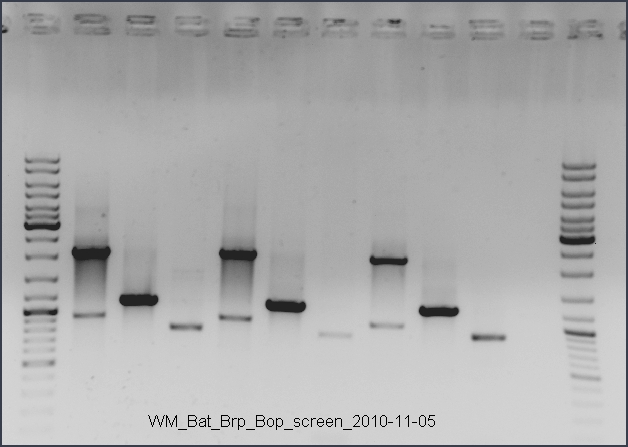

**GR 1 2 3 1 2 3 1 2 3 Neg GR**

**R1 parental**

**∆*CYP174A1***

**NRC-1 wildtype**

**Fig. S4** PCR amplification of the *bat*, *brp* and *bop* genes to screen for the presence of spontaneous insertions. Expected sizes of amplicons in parental as well as the deletion strains of *H*. *salinarum* R1: *bat* = 2 022 bp, *brp* = 1 104 bp, *bop* = 786 bp. For *Halobacterium* sp. NRC-1: *bat* = 2 025 bp, *brp* = 1 080 bp, *bop* = 789 bp. Lanes: **GR** = 5 µL GeneRuler (Fermentas); **1** = *bat*; **2** = *brp* and **3** = *bop* and **Neg** = Negative control.

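The array design gives each gene's coordinates on replicon 1. They span 2022 bp for *bat*, 1104 bp for *brp* and 786 bp for *bop*. The positions of the probes within these genes were not analysed here, so a ratio cannot be assigned to a part of the transcript.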

# Supplementary material for: Complex Effects of Cytochrome P450 Monooxygenase on Purple Membrane and Bacterioruberin Production in an Extremely Halophilic Archaeon: Genetic, Phenotypic, and Transcriptomic Analyses
**Source:** Front Microbiol. 2018 Oct 26;9:2563. doi: 10.3389/fmicb.2018.02563
**Supplement:** Supplementary file 1

**Table S.1**  Oligonucleotide primers used in this study

| **Oligonucleotide**  **primer name** | **5´ – 3´ DNA sequence** | **Application** | **Restriction sites/ Comments** |
| --- | --- | --- | --- |
|  |  |  |  |
| US_Hind_F | 5'- aag ctt cga agt cgg cgt cct gct c -3' | US-Deletion cassette | *Hin*dIII |
| Prom_R | 5'- ctg cag acg tac gtc tcc atg ggt ccc -3' | US-Deletion cassette | *Pst*I |
| Term_F | 5'- ctg cag aac agg aga tgc gga tgc gg -3' | DS-Deletion cassette | *Pst*I |
| DS_Bam_R | 5'- gga tcc ctg gga cgt cgg cat gag -3' | DS-Deletion cassette | *Bam*HI |
| 421_F | 5'- atg cag gat gcc ggc att cc -3' | P450 deletion screen | Gene specific primers*^a^* |
| 424_R | 5'- tca ctc gtc tac gtg gtc ga -3' | P450 deletion screen | Gene specific primers*^a^* |
| Int_F | 5'- gcg gcc gtt gtg tgg ctg gtt t -3' | Site specific integration | Pair with DS_Bam_R |
| 1464_F | 5'- atg acg agc gtc cag aac acc -3' | *Bat*  gene amplification | Gene specific primers*^a^* |
| 1464_R | 5'- tca ctc ctc gaa gaa cgc tcc -3' | *Bat*  gene amplification | Gene specific primers*^a^* |
| 1465_F | 5'- atg ctc ggt agt gac gtg tgt -3' | *Brp* gene amplification | Gene specific primers*^a^* |
| 1465_R | 5'- tca tgg gac gta cca gat gcc -3' | *Brp* gene amplification | Gene specific primers*^a^* |
| 1467_F | 5'- atg ttg gag tta ttg cca aca -3' | *Bop* gene amplification | Gene specific primers*^a^* |
| 1467_R | 5'- tca gtc gct ggt cgc ggc cgc -3' | *Bop* gene amplification | Gene specific primers*^a^* |

*^a^*Oligonucleotides were a generous gift from Prof. Shiladitya DasSarma, Department of Microbiology and Immunology, University of Maryland (Baltimore), Maryland, USA.

How the deposited data were processed for this re-analysis (not part of the article)

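Transcripts of the *H. salinarum* R1 parental strain and the Δ*CYP174A1* strain were compared on 2 Agilent arrays with 2 channels each, 1 array for the logarithmic and 1 for the stationary phase. RNA of 3 cultures was pooled for each strain. The parental strain carried Cy3 and the deletion strain Cy5 on both arrays. The methods describe duplicate hybridization, and 1 array for each phase was analysed here. The methods and the sample labels differ in the shaking speed (100 and 200 rpm) and in the hybridization time (15 and 17 h), and in the strain background named for the deletion strain (R1 and NRC-1).

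The authors scanned the arrays and processed them with Agilent Feature Extraction 10.5.1.1, which subtracted the background, normalized the dyes by LOWESS and wrote for each spot an intensity in each channel, a log10 ratio of Cy5 over Cy3 and a P-value from its error model. The authors also deposited a table of genes for each array, with a log2 ratio, a signed linear fold change averaged over spots (a score, negative where the deletion strain is lower) and a p-value, and a table of the whole series with log2 values. The log2 values of the latter equal those of the tables of genes, apart from 1 gene of the logarithmic phase that is empty there. In the authors' deposited tables the log2 ratio of a gene is the mean over its spots and the p-value is the mean of the p-values of its spots.

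From the scanner output, the log10 ratio of each spot was multiplied to give a log2 ratio of the deletion over the parental strain. Control spots and spots marked as non-uniform or as population outliers in either channel were left out, spots were averaged within probes and probes within genes. A gene was counted when at least 50% of its remaining spots were well above background in at least 1 channel, and it passed the size threshold at an absolute log2 ratio of 0.5. The change between growth phases within a strain was taken from single channels after normexp with an offset of 50, loess and Aquantile (limma 3.58.1 in R 4.3.3). Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

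Because each phase has 1 array, no test between strains was made. P-values from the spots of a gene, including a one-sample test of its spots against 0, entered only as alternatives for the counts of genes, as precision within an array, and none is reported for a gene apart from those in the authors' deposited tables. The SD over the probes of a gene, with a median of 0.175 over the counted genes in the logarithmic and 0.173 in the stationary phase, is technical spread within a hybridization. The decision to call a value changed under another setting when it moved by more than that SD was made with the data in hand. Because of dim spots 90 genes were not counted in the logarithmic phase and 30 in the stationary phase. Batch could not be examined, because both arrays lay on the same slide.

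The genes reported by name are those the paper names, the gvp genes of Supplementary Figure S2, and the 5 largest rises and the 5 largest falls in each phase among counted genes with at least 2 probes, all of the same sign. This rule, the size threshold and the alternatives were set before the data were examined, except a correction for the trend over the array surface (running medians over 21 lines and then 9 columns of spots) and counts that use the authors' p-values or the order of genes in the authors' table, which were chosen after seeing the data. The alternatives set before were normexp with loess, normexp without loess, the authors' series values, the median over all spots, no filter on background, only spots well above background in both channels, leaving out saturated spots, leaving out each probe, a threshold of exactly 1.5-fold, criteria on the spots' P-values, agreement in sign of all probes, and leaving out the gvp genes.

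The summary of spots to genes and the size threshold were tested on simulated arrays with the layout of the real ones. All 200 genes given a changed ratio among 2489 passed in the right direction and no other gene passed, on the layout of each phase. Every simulated change was well past the size threshold. The noise was normal, with the median SDs of the real spots and probes, and a trend over the array surface was added. Dim spots, dye bias and genes whose probes disagree were not simulated. The result therefore checks the calculation and does not measure the accuracy of the counts on the real arrays. The array gives coordinates of its own design on replicons 1, 2 and 3, no reference genome was used, and probe sequences were not analysed here.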

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

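The tests in this part were chosen after the results were seen. The 6 genes named first were singled out because they passed the size threshold in opposite directions in the growth phases, with all probes of the same sign in each phase. The difference between the phases was not tested, since each phase has 1 array. In each of them the ratio was higher in the deletion strain in the logarithmic phase and lower in the stationary phase. The log2 ratios in the logarithmic and then the stationary phase were 1.83 and -3.19 for *gvpA1*, 0.63 and -2.53 for *thiC* (thiamine biosynthesis protein), 1.03 and -1.60 for *vng1468*, 0.73 and -1.27 for *htr17*, 1.01 and -0.63 for *trn22*, and 0.61 and -0.57 for *htr18*. *htr17*, *htr18* and *trn22* were named after their values were seen. *trn22* is a tRNA gene (Glu-tRNA-CTC, 990773 to 990847 on replicon 1), short enough that its probes may overlap. Their positions were not analysed here, so agreement in sign of its probes carries less weight.

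A trend of the ratios over the array surface is argued against as the cause, since 6 of the 6 genes kept their opposite directions past the threshold after the trend was subtracted. Background subtraction of dim spots is argued against for *gvpA1*, *thiC* and *htr18*, because these 3 genes kept their opposite directions past the threshold with normexp and loess. With the first probe left out, *thiC* reached 0.497 in the logarithmic phase, just below the threshold. For *trn22* the same explanation is argued against by its signals, since 64 of 64 spot signals over both channels and phases were well above background. With normexp and loess its ratios stayed opposite in sign, at 1.17 and -0.47, the latter below the threshold in size. The 2 genes *vng1468* and *htr17* reached 0.46 and 0.41 in the logarithmic phase under that setting, and most of their parental spots in that phase were not well above background. With normexp without loess *vng1468* was at 0.60 in that phase, past the threshold. Background subtraction of dim spots and a real change cannot be told apart for these 2 genes, because they were chosen by the outcome of the test with normexp and loess. The offset used with normexp also draws the ratios of dim spots toward 0, so a smaller ratio under it does not decide between them. A difference between the strains in the timing of growth or in the response to the stationary phase stays open as an untested biological explanation, and so does any difference between cultures, which pooling hides. For *gvpA1*, added signal from transcripts of its cluster B copy *gvpA2* was not tested either. In the stationary phase *gvpA2* was at -3.40, while *gvpC1* of cluster A was at 1.35. The note to Supplementary Figure S2 calls the changes of gas vesicle genes an artifact.

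Genes outside those the paper discusses also showed a signal. The 319 counted genes on the 2 smaller replicons of the array design had a median log2 ratio of 0.21 in the logarithmic and 0.16 in the stationary phase, against -0.08 and -0.01 for 2074 genes of the main chromosome. With normexp and loess the medians of the smaller replicons were 0.24 and 0.18. On the smaller replicons 37 genes (11.6%) were at least 0.5 higher in both phases, against 45 (2.17%) on the main chromosome. Lower signal of these genes is argued against, since the median lay at percentile 100 of 10000 random lists matched on signal in both phases, and the highest median of those lists was 0.06 in the logarithmic and 0.07 in the stationary phase. DNA present only in the deletion strain is argued against for most of these genes, since 25 of the 37 had at least 50% of their parental spots well above background in both phases. A difference in copy number of the replicons between the strains, or in the background of the strains, which the labels and the methods name differently, was not tested. A dye bias shared by the genes of these replicons also stays open, because dye and strain were never exchanged.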

How the results depend on the processing

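No paired analysis was possible because each growth phase has 1 array and the values come from no test between samples. The spread used to decide whether a value moved is technical, being the SD over a gene's probes or, for the correlation, over correlations computed from single probes. The settings that use the authors' P-values or the order of the authors' table, and the spatial correction, were chosen after seeing the data.

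The log2 ratio of *bop* in the stationary phase stayed negative and past the size threshold under every setting run, between -4.25 and -3.67. It moved beyond its spread with normexp and loess (-3.67) and with normexp without loess (-3.72). The ratio of *cyc* moved under the same settings, to -1.08 and -1.01 in the logarithmic and to -1.78 and -1.71 in the stationary phase. With only spots well above background in both channels it moved to -1.35 in the logarithmic phase. Both normexp settings add an offset of 50 to each channel, which draws the ratios of dim spots toward 0. How much of the moves under normexp this explains was not tested, nor was the cause of the move to -1.35. The ratio of *bop* in the logarithmic phase stayed within its wide spread, and leaving out each probe gave -0.43 to -0.03.

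The number of genes past the size threshold in the logarithmic phase, 454, came to 146 with the authors' P-value below 0.05, to 170 below 0.06 and to 42 among the first genes of the authors' table. For the stationary phase, 253 genes came to 168 with a threshold of exactly 1.5-fold, to 89 with the authors' P-value below 0.05, to 101 below 0.06 and to 24 among the first genes of the authors' table. These settings raise the threshold, add a criterion or take part of the genes, so fewer can pass. Under the other settings the counts stayed within 1.5 times, from 328 to 476 and from 185 to 259. With normexp and loess 250 genes were higher and 78 lower in the logarithmic phase, without loess 260 and 91, and after the spatial correction 329 and 103, against 259 and 195. Of the 454 genes, 300 also passed with normexp and loess.

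The correlation between the growth phases across genes, 0.518, was 0.504 with normexp and loess, 0.498 without loess, 0.498 with the median over all spots and 0.504 after the spatial correction, each a move larger than its small spread of 0.014. The share of listed genes with the same sign was 100% under every setting run for it. This is no independent check, since the listed values come from the same spots and all pass the size threshold.

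Among 74 ratios of other named genes, 19 moved beyond their spread with normexp and loess and 19 without loess, 8 after the spatial correction, 4 with the median over all spots and 3 of 73 with only spots well above background in both channels. None of these changed sign from a value past the threshold. A gene whose probes disagree can hardly move by this rule, so the counts understate how far such genes depend on the setting. The logarithmic phase ratio of *brp* went from 0.73 to 2.10 with only spots well above background in both channels. It did not count as moved, because its SD over probes was 1.70. Of 78 changes between growth phases within a strain, 45 moved and 32 did not with Agilent's processed signals scaled to the median. The remaining change, of *vng216* in the parental strain, was the only one of at least 0.5 that changed sign, from -0.60 to 0.12, with 4 and 3 of its spots well above background. Another 5 changes, each smaller than 0.5, changed sign too. In the deletion strain these were *cyc* from -0.47 to 0.77, *vng1461* from -0.02 to 0.60 and *vng430* from -0.06 to 0.25, and in the parental strain *vng5008* from 0.48 to -0.07 and *vng5011* from -0.10 to 0.37. The cause was not tested. No spot was saturated, so that setting changed nothing. Signal over background left 90 genes of the logarithmic and 30 of the stationary phase uncounted.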

Differences from the paper's values

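The paper gives 41 differentially expressed genes in the logarithmic phase, and 454 passed the size threshold here, where no P criterion was applied. None of the alternatives set before the data were examined brought the count within 1.5 times of the paper's value. They gave between 328 and 476 genes. Among genes numbered up to the last listed logarithmic phase gene in the authors' table, 42 passed by size, a setting chosen after seeing the values, and it comes within 1.5 times of the paper's value. The authors' P-value below 0.05 (146) and below 0.06 (170), also chosen after seeing the values, do not.

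For the stationary phase the paper gives 101 genes, and 253 passed here. None of the alternatives set before the data were examined closed this difference, and the nearest was a threshold of exactly 1.5-fold with 168. With the authors' P-value below 0.05 the count was 89, and below 0.06 it was 101, both chosen after seeing the values.

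The paper names *brp* and *vng1468* beside *vng1461* as significantly changed in the logarithmic phase. In the authors' deposited table their P-values are 0.266 for *brp* and 0.256 for *vng1468*, above the threshold of 0.05 that the paper gives. Their log2 ratios here were 0.73 and 1.03, past the size threshold.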

Other observations

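Of the tests in this part, those of the gene list, the gas vesicle genes, dye bias and an insertion in *bop* were set before the data were examined, and the others were chosen only after the result was seen, as was the value that decides the test of the gas vesicle genes.

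The genes listed for the logarithmic phase have numbers of at most 216. A hypothesis set beforehand was that the list is the first part of a longer table sorted by gene number. Above that number 412 of 2230 counted genes (18.5%) passed the size threshold, against 42 of 169 (24.9%) up to it, so genes that pass by size do not end where the list does, which is consistent with a list that holds the first part of a longer table.

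The paper describes strain R1 as deficient in gas vesicles and in the note to Supplementary Figure S2 calls the changes of gas vesicle genes an artifact. Of 24 gvp genes counted in both phases, 12 were lower by at least 0.5 in the stationary phase, 4 were higher by at least 0.5, and 14 had a negative ratio of any size. The array names a cluster A and a cluster B of gvp genes, and these went different ways. All of the 12 lower genes except *gvpA1* belong to cluster B. The 4 higher genes (*gvpJ1*, *gvpE1*, *gvpD1* and *gvpC1*) belong to cluster A. Among the 12, 3 were lower by at least 0.5 in the logarithmic phase too, and 8 had a negative ratio of any size there. With normexp and loess 12 were again lower by at least 0.5 in the stationary phase and 7 were higher, and of the former 0 were lower by at least 0.5 in the logarithmic phase and 7 had a negative ratio. These counts depend on the size at which a gene is called lower and do not decide on the cause. All 12 had at least 50% of deletion channel spots well above background in the stationary phase. That alone does not decide whether DNA of a whole cluster was absent or inactive in the deletion strain. The deleted gene *cyc* also met this rule, with 11 of 16 spots. Transcripts of the other gvp cluster could add to such signals, but for *gvpN2* and *gvpO2* the copies in the other cluster were too dim to be counted in both phases. In the logarithmic phase *gvpN2* and *gvpO2* had ratios of -0.02 and 0.04, with 12 and 16 of 16 deletion channel spots well above background. The deleted *cyc* was at -1.92 in that phase. The ratios of *gvpN2* and *gvpO2* argue against DNA of the whole cluster B being absent or inactive in the deletion strain. Loss of single genes, lower expression of cluster B and a different timing of gas vesicle expression stay open and were not tested.

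The ratios of the growth phases resembled each other across genes. A trend over the array surface is argued against as the whole cause, since the correlation was 0.504 after the trend was subtracted. Bias of single probes is argued against as the whole cause, since different probes of a gene still had a mean correlation of 0.311 between the arrays, although it was 0.553 for the same probe. A gene-specific dye bias and a real difference between the strains in both phases cannot be told apart, because the deletion strain always carried Cy5. The correlation was 0.698 among 907 genes dimmer than the median in both arrays and 0.548 among 906 brighter genes.

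More genes passed the size threshold in the logarithmic phase than in the stationary phase. Dimmer signals may account for most of this. Among genes brighter than the median in both arrays the counts were 132 and 111, a ratio of 1.19, and among the other 1487 genes they were 318 and 137, a ratio of 2.32. A difference in biology between the phases among dim genes was not tested.

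An insertion inside *bop* would be expected to spare the probes ahead of it if the transcript up to it persisted. The smallest fall among the 4 probes was -3.67 and the largest -4.43. An insertion ahead of all probes, or one that makes the transcript unstable, cannot be told apart from lower transcription, because the positions of the probes are not known here. The paper examined this with PCR of the open reading frame.

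The deleted gene *cyc* kept 19.2% of its parental signal in the deletion strain in the stationary phase, as a ratio of processed signals. Parental RNA or cells mixed into the sample is argued against as the whole cause, since *bop* kept only 5.80% of its parental signal and mixing would have left it at least as large a share as *cyc*. Cross-hybridization and remaining background stay open and were not tested.

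The rise of *brp* in the logarithmic phase was seen by 2 of its 4 probes. Affinity of the other 2 probes too low to measure *brp* is argued against, because 16 of their 16 spot signals over both channels were well above background in the stationary phase. A moderately lower affinity of these probes is argued against too, since affinity would leave the change between the phases alike at all 4 probes. In the deletion strain the signal rose from the logarithmic to the stationary phase by 0.39 and 0.53 on the log2 scale at the first and second probes and by 2.87 and 1.97 at the other two, where the logarithmic phase spots were near background. The smallest gap was 1.44, against SDs over spots of at most 0.57, and 3.07 with Agilent's processed signals. The size of the gap is approximate, since 1 and 0 of 4 deletion channel spots of the other two were well above background in the logarithmic phase. The SDs over spots do not cover the uncertainty of that background. Median deletion strain signals of the 4 probes in order were 330, 344, 23.1 and 18.05 in the logarithmic phase. In the stationary phase they were 575, 562.5, 496 and 282.5. In the parental strain the 4 probes rose by 2.32 to 3.07, and the smallest gap, taken the same way, was 0.0062, or 1.13 with Agilent's processed signals. A transcript that covers part of *brp* and cross-hybridization at the 2 probes that rise stay open and were not tested.

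The paper cites another study for a rise of *CYP174A1* transcripts on entry to the stationary phase in NRC-1. In the parental strain here *cyc* rose by 0.24 ± 0.20 (SD over 4 probes) after loess and Aquantile, and by 1.24 ± 0.11 with Agilent's processed signals scaled to the median of each array, so the size depends on the scaling. The neighbours of *cyc* used for primers had ratios of 0.14 and 0.24 for vng421 and of 0.06 and -0.18 for *nacR* in the logarithmic and stationary phases.

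The largest rise in both phases was that of *vng5041* on replicon 2, at 2.48 and 2.20. The largest falls in the logarithmic phase after *cyc* were those of *vng5011* at -1.29 and *cbiP* at -1.13. The largest stationary phase falls after *bop* were those of *gvpA2* (-3.40), *gvpA1* (-3.19) and *gvpC2* (-2.94). No biological explanation was tested for these genes.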
